A study of Homo sapiens with 6 samples. Its data were reported in "CDK12 controls G1/S progression by regulating RNAPII processivity at core DNA replication genes" (2019).

How the data were processed

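The measurements were 3′end RNA-seq libraries of AS CDK12 HCT116 cells, with 3 CTRL libraries and 3 libraries from cells given 3-MB-PP1. In this method each polyadenylated transcript is primed at its poly(A) tail and read near its 3′end, so a count stands for a transcript end and is not scaled by transcript length. A transcript that ends early, inside its gene, adds nothing at the usual 3′end and is counted wherever the annotation places its own end.

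The authors mapped the single-end reads to hg38 and to rRNA sequences with ContextMap, with BWA as the aligner, and counted reads per gene and by strand with featureCounts. The deposited values are raw counts per gene for the annotation GENCODE 27, without normalization, and the file pairs each gene identifier with a symbol and a gene type. The authors prepared the libraries with a QuantSeq forward kit from total RNA and amplified them by PCR. No molecular identifiers are described, so counting intervals and floors cover counting error only. The table holds 58288 genes, of which 29851 have no count in any of the 6 libraries. No row lacks a gene name, and no column of values was left unused.

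Each column was assigned to a library by its name and the sample title. Replicates within a group were compared first. The chi-square statistic per degree of freedom ranged from 10.1 to 16.9 over the pairs of libraries within a group, so no pair agreed within sampling noise. This comparison gives no ground for keeping or leaving out a library, and all 6 were used. Total counts lay between 11985867 and 14536019 per library. At this depth 3 counts correspond to between 0.206 and 0.250 CPM, the count scaled to a common library size.

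Genes were tested with edgeR 4.0.16 in R 4.3.3. Low genes were removed with filterByExpr at its minimum count of 10, which left 14329 genes, libraries were scaled with TMM factors, and groups were compared with the quasi-likelihood test (glmQLFit and glmQLFTest). P-values were adjusted by the Benjamini-Hochberg method over all genes tested. The study's limits were used, an adjusted p under 0.01 and an absolute log2 fold change over 1. For the gene lists a log2 fold change below -0.85 was used as the lower limit. Fold changes are 3-MB-PP1 over CTRL. Means and SDs of expression are in CPM with TMM scaling, and the SE of a log2 fold change was computed from the log2 CPM of the 3 libraries in each group, with a prior count of 2.

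A total of 9 gene lists with 86 entries were fixed before the data were examined, as were the tests and the alternatives except where stated otherwise. The lists were DNA replication, DNA repair, G1 control genes, RT-qPCR reference genes, the kinase with its homolog and cyclin, genes whose 3′ends the study treated as dependent on the kinase, genes it treated as independent, immediate early genes and p53 target genes. The study drew the replication pathway and picked its down-regulated members on these libraries. It also picked the G1 control and elongation genes itself. It took the repair genes BRCA1, BRCA2, ATR and FANCI from earlier reports of regulation by the kinase, so these were selected for a known response. For these lists, a count adjusted over the list alone, a set test p-value or a percentile among random lists is not independent evidence. The limit for a set test was an adjusted p of 0.01. Lists were tested with camera at a preset correlation of 0.01 (limma 3.58.1), with adjustment over the 4 lists tested in this way, and the other set tests were adjusted alike. Genes are named in the text when they belong to these lists, or when they were among the 5 increases or the 5 decreases with the largest log2 fold change among genes called, with a mean of at least 10 CPM over the 6 libraries and no overlap between the values of the groups. Other genes were named after their values were seen, and this is stated beside them.

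Gene spans, exon numbers and coordinates came from GENCODE 44 on GRCh38, the assembly the authors mapped to as hg38. Genes were joined by identifier without its version, and 99.4% of the tested genes had a span. The span is the distance from the first to the last annotated base. Spearman's rho was computed across genes, which are not independent replicates, so no p-value was attached to it. Random lists were drawn 10000 times from bins of mean expression, and also of span where stated, with 10 bins each. Genes whose transcripts share words of 50 bases within their last 500 bases with a gene elsewhere were treated as open to read sharing between copies.

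The scripts were tested on simulated data. In simulated counts for 14044 tested genes, with 195 tested genes changed by an absolute log2 fold change of 2, the procedure called 180 of the changed genes (92.3%) and 7 unchanged genes. The 200 planted changes were divided equally between higher and lower, whereas the data gave 2736 calls, 66.8% of them lower. The simulation therefore does not test the scaling under so large and uneven a change. In 5000 simulated genes whose change followed a covariate of span only, partial rho was 0.021, against a rho of -0.78 before the covariate was held fixed.

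Alternatives were DESeq2 1.42.0 in place of edgeR, DESeq2 size factors, library size alone and the upper quartile in place of TMM, no filter on low counts, a filter of at least 10 counts in every library, the replicate number as a block, glmTreat, an adjusted p under 0.05, other set tests, exonic length, protein-coding genes, and each library left out in turn. Restriction to genes with unique 3′ends was added after the data were seen. Calculations across genes used Python 3.11.15 with scipy 1.17.1. The other assays of the study were not analysed here.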

Results

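To examine how CDK12 kinase activity affects gene expression early after the cell cycle starts, 3′end RNA-seq counts were compared between AS CDK12 HCT116 cells with and without 3-MB-PP1. HCT116 is a human colorectal carcinoma line. In its AS CDK12 derivative the kinase carries an enlarged ATP pocket, so that the bulky ATP analog 3-MB-PP1 blocks CDK12. Serum-starved cells were released into serum containing DMSO (CTRL) or the inhibitor at 5 μM, and RNA was taken 5 h later, with n = 3 replicates in each group. The libraries held 14536019, 13684703 and 13984869 counts in CTRL replicates 1 to 3, and 11985867, 13475261 and 13539175 counts in 3-MB-PP1 replicates 1 to 3. Mitochondrial rRNA took 2.81% ± 0.200 (SD, n = 3) of the counts in CTRL and 3.41% ± 0.296 (SD, n = 3) with the inhibitor. The groups did not overlap in this share, and the two-sided exact permutation test gave p = 0.1, the smallest value that 3 libraries against 3 allow. Across the 14329 tested genes, Pearson's r of log2 CPM was between 0.981 and 0.984 for pairs of libraries within a group and between 0.921 and 0.925 for pairs across groups. The common biological coefficient of variation was 13.6%.

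The transcripts of the inhibited kinase, its homolog and their cyclin were examined first. CDK12 (ENSG00000167258.13, GRCh38 chromosome 17, 39461486 to 39567559, plus strand, 14 exons in the canonical transcript) was counted at 65.4 ± 4.13 CPM in CTRL and 33.5 ± 1.23 CPM in 3-MB-PP1 (SD, n = 3). Its log2 fold change was -0.96 (SE 0.061, edgeR adjusted p = 5.65e-06). CDK13 (ENSG00000065883.14, chromosome 7, 39950121 to 40099580, plus strand) decreased by a log2 fold change of -0.70 (SE 0.150, edgeR adjusted p = 0.00237). Without 3-MB-PP1 replicate 2 the CDK13 value was -0.67, and its adjusted p of 0.0110 no longer passed the limit. CCNK (ENSG00000090061.17, chromosome 14, 99481169 to 99535044, plus strand) was higher by 0.34 (SE 0.101, edgeR adjusted p = 0.00836), a call that was lost when library size alone was used for scaling and in most fits that left out a library. The counts come from transcript ends and carry no information on kinase activity.

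Inhibition changed the expression of 2736 of the 14329 tested genes at an adjusted p under 0.01 and an absolute log2 fold change over 1 in edgeR's quasi-likelihood test. Of these, 908 were up-regulated and 1828 were down-regulated, so 66.8% of the called genes were lower. Among all 14329 tested genes, the values of the groups did not overlap in 9341 (65.2%), where chance gives 10%. At any fold change 6474 genes passed the adjusted p, of which 2982 were higher and 3492 lower. The glmTreat test against a log2 fold change of 1 moved the count most, to 1116 genes. The median log2 fold change over all tested genes was 0.02. Protein-coding genes made up most of the calls, with 603 higher and 1621 lower of 11608 tested. Among sense-intronic transcripts, which are annotated within introns of another gene on the same strand, 53 were higher and 15 lower of 136 tested.

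**Figure D1:**
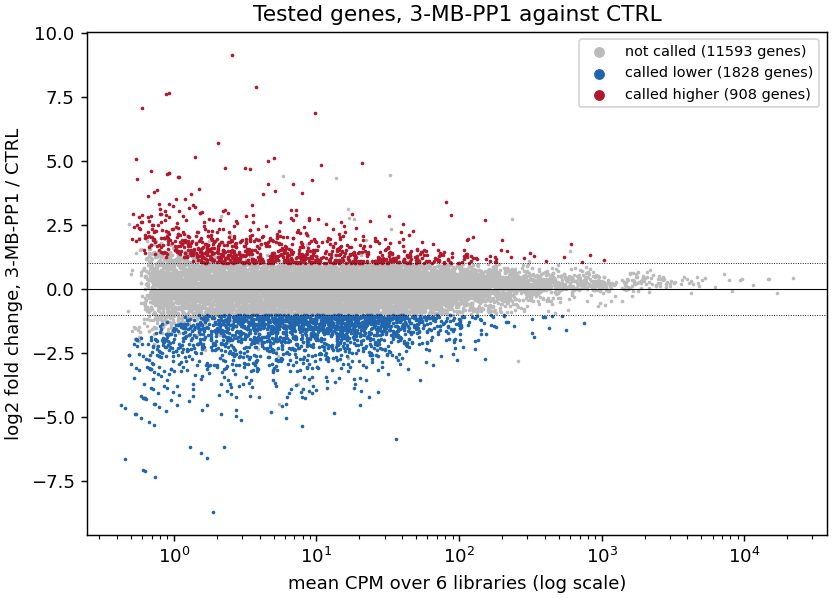
Log2 fold change (3-MB-PP1 over CTRL) on the vertical axis against mean CPM over the 6 libraries on a log horizontal axis, with 1 point for each of the 14329 tested genes. Blue points are the 1828 genes called lower, red points the 908 called higher and grey points the genes not called, and dotted lines mark log2 fold changes of -1 and 1.

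The increases with the largest log2 fold change, among genes of at least 10 CPM whose groups did not overlap, included 2 sense-intronic transcripts. AP000864.1 (ENSG00000272788.1, chromosome 18, 8801656 to 8802305, plus strand) had 24, 19 and 16 counts in CTRL and 441, 534 and 517 counts in 3-MB-PP1, a log2 fold change of 4.90 (SE 0.145, edgeR adjusted p = 1.05e-07). ALMS1-IT1 (ENSG00000230002.2, chromosome 2, 73456764 to 73459482, plus strand) was higher by 4.83 (SE 0.139, edgeR adjusted p = 1.06e-07). MICAL3, ANKHD1 and AC018628.1 followed with log2 fold changes of 3.41, 2.93 and 2.89. The decreases with the largest log2 fold change were FN1, TMEM104, KLHL22, ARHGEF10L and NPIPB3. TMEM104 (ENSG00000109066.13, chromosome 17, 74776499 to 74839753, plus strand, 3′UTR from 74836685 to 74839753) fell from 25.8 ± 2.5 CPM to 0.891 ± 0.109 CPM (SD, n = 3), a log2 fold change of -4.85 (SE 0.120, edgeR adjusted p = 1.06e-07). KLHL22 and ARHGEF10L had log2 fold changes of -4.53 and -4.21. FN1 (ENSG00000115414.18, chromosome 2, 215360440 to 215436073, minus strand) had 1644, 54 and 1482 counts in CTRL and 16, 12 and 17 counts in 3-MB-PP1. Its log2 fold change was -5.85 (SE 1.58, edgeR adjusted p = 0.00162), with CTRL replicate 2 far below the other controls. Without that library it was -6.43, and without 3-MB-PP1 replicate 2 its adjusted p was 0.01003, just over the limit. The NPIPB3 value of -4.03 is uncertain, since 98.9% of the 50-base words at its 3′ends occur in other genes.

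Subunits of the complexes that recognise, license and fire replication origins were examined to ask whether the inhibitor lowered the DNA replication program. All 33 list members were tested. At an adjusted p under 0.01 and a log2 fold change below -0.85, 16 were lower, and 16 also when adjusted over the list alone. The list's median log2 fold change was -0.83 with an SD of 0.130 over the 3 inhibitor libraries. The same median was -0.13, 0.12 and 0.01 in CTRL replicates 1 to 3, each against the other controls. Library size alone moved the median to -0.96, and leaving out 3-MB-PP1 replicate 2 moved it to -1.005. Camera with its preset correlation gave p = 1.26e-09 (adjusted p = 5.06e-09) for a lower list. Fry gave an adjusted p of 0.000261, whereas camera with the estimated correlation of 0.358 gave an adjusted p of 0.159, so the call did not hold under that setting. The study drew this pathway from these libraries, so neither the median nor these p-values are independent evidence.

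GINS1 (ENSG00000101003.9, chromosome 20, 25391008 to 25452700, plus strand, 3′UTR from 25445989 to 25448563) had the lowest value of the list, with 16.9 ± 0.745 CPM in CTRL and 1.56 ± 0.138 CPM in 3-MB-PP1 (SD, n = 3). Its log2 fold change was -3.43 (SE 0.076, edgeR adjusted p = 2.07e-07). TOPBP1 (-2.37), MCM10 (-2.13), GINS4 (-1.99), ORC2 (-1.86), RPA2 (-1.86), MTBP (-1.68) and CDC6 (-1.55) had the next lowest log2 fold changes. CDC6 (ENSG00000094804.9, chromosome 17, 40287879 to 40304657, plus strand) spans only 16.8 kb and fell from 137 ± 8.37 CPM to 46.8 ± 1.77 CPM (SD, n = 3). The MCM2 to MCM7 helicase subunits had smaller decreases, from -0.83 for MCM6 to -0.13 for MCM2, and the changes of MCM2 (edgeR adjusted p = 0.194) and MCM7 (edgeR adjusted p = 0.0297) did not pass the limit. POLE2 (ENSG00000100479.12, chromosome 14, 49643555 to 49688422, minus strand) went the other way. It rose from 4.34 ± 0.675 CPM to 13.2 ± 2.08 CPM (SD, n = 3), a log2 fold change of 1.60 (SE 0.180, edgeR adjusted p = 3.89e-05). ORC4 was higher by 0.43 and GINS3 by 0.29, at edgeR adjusted p of 0.0135 and 0.0177, which did not pass the limit.

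**Figure D2:**
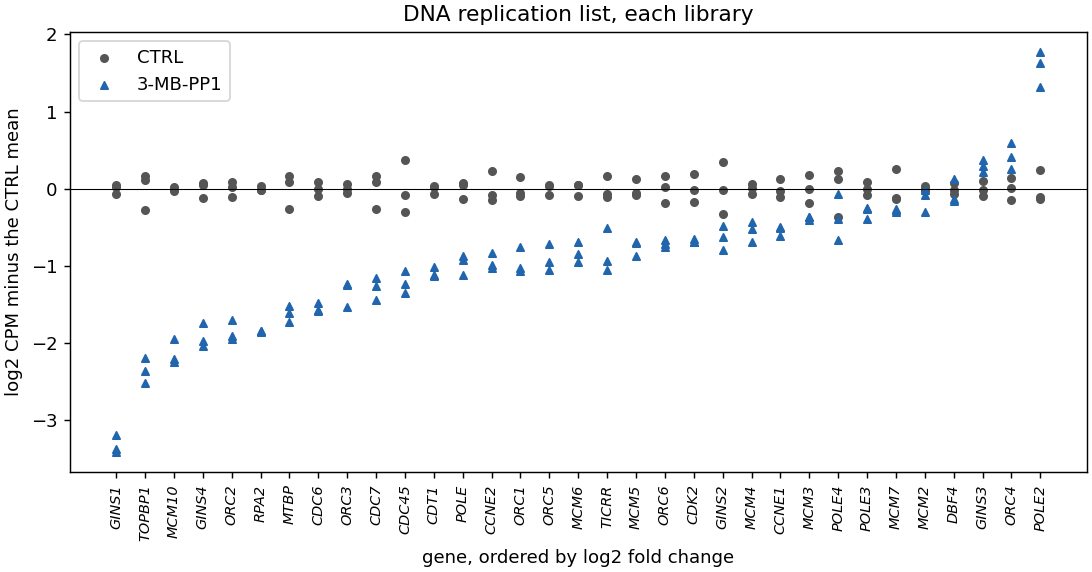
Log2 CPM of each library minus the CTRL mean (vertical axis) for the 33 genes of the replication list, ordered along the horizontal axis by log2 fold change. Grey circles are the 3 CTRL libraries and blue triangles the 3 inhibitor libraries, which lie below 0 for most genes and reach furthest below it for GINS1, whereas POLE2 lies above.

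In the DNA repair list, 5 of 7 genes were lower at the same limits, and 5 also when adjusted over the list alone. The median log2 fold change was -1.16 with an SD of 0.147 over the 3 inhibitor libraries. With limma's camera at its preset correlation, the list was lower at an adjusted p of 1.26e-05. This call held with fry (adjusted p = 2.19e-06) but not with camera at the estimated correlation (adjusted p = 0.0386). That estimate was -0.15, below the preset 0.01, so a higher correlation among these genes is not the reason for the loss. EXO1 (-3.63), BRCA1 (-3.15), BRCA2 (-2.57), FANCI (-1.16) and ATR (-0.90) were lower. BRCA1 (ENSG00000012048.20, chromosome 17, 43044295 to 43170245, minus strand, 3′UTR from 43044295 to 43045680) fell from 23.0 ± 1.69 CPM to 2.58 ± 0.146 CPM (SD, n = 3, with an SE of the log2 fold change 0.075, edgeR adjusted p = 2.07e-07). FANCD2 had a log2 fold change of -0.39 with an edgeR adjusted p of 0.0112, and this call moved past the limit under several alternatives. ATM, at 0.39, was not distinguishable from CTRL (edgeR adjusted p = 0.0908).

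The G1 control genes CDK6, CCND3, CDKN1B, CDKN2A, E2F1 and MYC served as genes outside the response. Of these, 0 of 6 passed an adjusted p under 0.01 and an absolute log2 fold change over 1, and 0 also when adjusted over the list alone. At an unadjusted p under 0.05, 4 of them differed. CDK6 nevertheless decreased by -0.84 (SE 0.088, edgeR adjusted p = 3.66e-05) and CCND3 increased by 0.46 (SE 0.021, edgeR adjusted p = 0.000154). Of the reference genes, HPRT1 differed by -0.03 (edgeR adjusted p = 0.823), GAPDH by 0.60 (edgeR adjusted p = 0.000938) and B2M by 0.38 (edgeR adjusted p = 0.00410). The B2M call was lost with library size alone and in 4 fits that left out a library. From nuclear RNA-seq and ChIP-seq the study showed UBE3C and MED13 as examples of genes whose processivity and expression depend on the kinase. UBE3C was lower by -1.47 (SE 0.088, edgeR adjusted p = 8.89e-07) and MED13 was higher by 0.40 (SE 0.057, edgeR adjusted p = 0.000728). AC018628.1, one of the largest increases above (2.89), lies inside MED13 on the same strand (62003700 to 62007518 within 61942605 to 62065278). The higher MED13 count therefore does not exclude early ends inside this gene. Whether AC018628.1 counts such ends was not tested. In its elongation assay the study treated UBE3C, TOPBP1 (-2.37) and MCM10 (-2.13) as dependent, and all of these were lower. Of the genes it treated as independent there, ARID1A was higher by 0.71 (SE 0.032, edgeR adjusted p = 1.07e-05) and SETD3 differed by -0.21 (edgeR adjusted p = 0.0227).

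Whether the loss of 3′ends depended on gene span was examined across 14245 tested genes with an annotated span. Spearman's rho of log2 fold change with span was -0.19 across genes, and it was -0.18, -0.18 and -0.18 for 3-MB-PP1 replicates 1 to 3 against the CTRL mean. The 9 single pairs of an inhibitor and a control library gave values from -0.20 to -0.16. As background, each CTRL replicate against the other controls gave -0.048, -0.050 and 0.107, so the relation with the inhibitor exceeded the largest background value. Testing all genes without a filter moved rho most, to -0.13. Genes called lower had a median span of 48.8 kb (quartiles 19.3 and 113 kb), against a median of 22.7 kb in 10000 expression-matched random lists, of which 0 reached the observed value. Genes called higher had a median span of 12.0 kb (quartiles 2.38 and 55.5 kb), and non-regulated genes, with an absolute log2 fold change under 0.1 and an adjusted p over 0.01, had 18.5 kb (quartiles 5.32 and 48.5 kb). In the shortest of 5 equal span groups 5.76% of genes were called lower and 11.1% higher. In the longest group, above 85.5 kb, 20.5% were called lower and 5.34% higher. The median log2 fold change went from 0.20 ± 0.0055 in the shortest to -0.18 ± 0.012 in the longest group (SD over 3 inhibitor libraries).

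**Figure D3:**
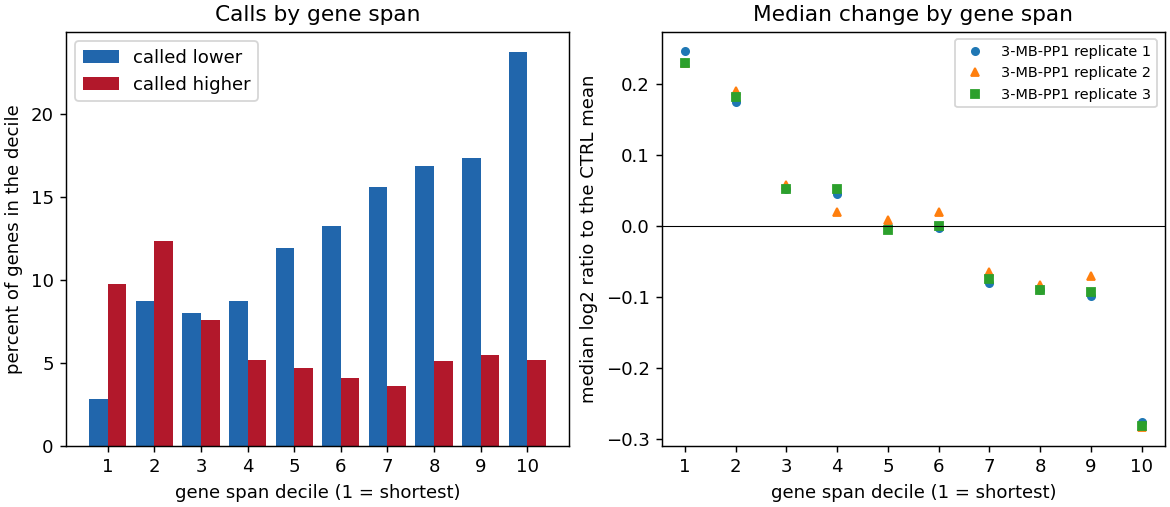
Left, percent of genes called lower (blue) and higher (red) in each of 10 span deciles, from the shortest (1) to the longest (10) genes. Right, median log2 ratio to the CTRL mean in each decile for each of the 3 inhibitor libraries, which go from above 0 in decile 1 to below 0 in decile 10.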

Values the study reported

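From the same 3′end RNA-seq libraries the study reported 2,102 differentially expressed genes at log2 fold changes beyond 1 in either direction and P < 0.01. It counted 611 of them as up-regulated and 1,491 as down-regulated. In nuclear RNA-seq it reported 1,617 differentially expressed genes, with 1,277 lower and 340 higher.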

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

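The count of 2736 called genes stayed within 1.5 times under the other tool, scalings and filters, from 2117 to 3323 genes, and from 2489 to 2643 across the 6 fits that each left out one library. With glmTreat it was 1116 genes, as that test asks for more than a log2 fold change of 1. Restriction to genes with unique 3′ends, chosen after seeing the data, left 1796 genes, since fewer genes are tested. DESeq2 called 2585 genes, of which 2457 were also called in the same direction by edgeR. The replicate numbers are shared between the groups, but the deviations of same-numbered libraries correlated by 0.079, -0.016 and 0.045, so the numbers name libraries and do not pair them. With the replicate number as a block, 2641 genes were called, the median span of lower genes was 49.5 kb, and the CCNK value of 0.33 no longer passed the limit, while FANCD2 and FOSB passed it. The block changed no other call among the named genes.

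The share of called genes that are lower was 66.8%. It was 69.2% with DESeq2, 76.6% with library size only, 64.6% with the upper quartile, 65.0% with no filter, 68.8% with at least 10 counts in every library, and 61.9% for genes with unique 3′ends. It went from 67.0% to 70.0% across the 6 fits that left out one library. Library size only moved the median of all tested genes from 0.02 to -0.11, which by construction lowers every log2 fold change. In the other cases the cause was not tested.

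The replication list kept its negative median throughout. It was -0.96 with library size only and from -1.005 to -0.77 across the fits that left out one library. Its set test lost significance with the estimated correlation of 0.358 (camera p = 0.119, adjusted p = 0.159). That of the repair list did so with an estimated correlation of -0.15 (camera p = 0.00966, adjusted p = 0.0386). The immediate early median was 0.61 with DESeq2, 0.43 with library size only, 0.60 with the upper quartile, 0.62 with no filter, and from 0.47 to 0.59 with a library left out. For CDK13 the range with a library left out was -0.84 to -0.58, and for CCNK 0.27 to 0.42, with 0.20 for library size only. The CCNK call was lost there.

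The rank correlation of log2 fold change with span stayed negative. It was -0.20 with DESeq2, -0.13 with no filter, -0.16 with at least 10 counts in every library, -0.16 with exonic length in place of span, -0.14 for protein-coding genes only, and from -0.20 to -0.18 with a library left out. The median span of lower genes was 47.0 kb with library size only, 43.97 kb with no filter, 51.6 kb with at least 10 counts, 54.3 kb for protein-coding genes, and from 48.2 to 49.8 kb with a library left out. The cause of these shifts was not tested.

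Changes of sign were seen only for 7 named genes close to 0. With library size only, CDKN1B was -0.076, E2F1 -0.099, FOSL1 -0.086 and JUN -0.0044, and with the upper quartile HPRT1 was 0.0010. With a library left out, DBF4 went from -0.14 to 0.0025, CDKN1B from -0.021 to 0.15, E2F1 from -0.087 to 0.15, HPRT1 from -0.10 to 0.0089, FOSL1 from -0.013 to 0.080 and BAX from -0.25 to 0.14. Of 1208 values of single genes and of the counts of higher and lower genes under the alternatives, 1144 kept their direction and their side of the limit or stayed within 1.5 times, 30 became weaker and 19 stronger.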

Other observations

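The tests of gene span and poly(A) signals against a control background, of genes matched to the replication list, of A runs and of the precursor explanation for sense-intronic transcripts, and of GAPDH and B2M apart, were settled after the results were seen.

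Of the 10 splits of the 6 libraries into 3 and 3, only the real split (1 of 10) gave as many as 2736 calls. The 9 other splits gave 0 calls each, with 69 to 230 genes at an unadjusted p under 0.05 against 9087 in the real split. Each of these 9 splits mixes inhibitor and control libraries, so the difference between treatments adds to the spread within their groups. They are therefore not a background of chance calls. A design of this size cannot give a share under 0.1, so other values are given beside it. The groups did not overlap in 9341 of 14329 tested genes (65.2%), against 10% by chance, and Pearson's r was 0.981 to 0.984 within groups and 0.921 to 0.925 between them.

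The replication list had a median log2 fold change of -0.83 (SD 0.130 over 3 inhibitor libraries). Lists of other genes matched on span and expression, drawn 10000 times, had a median of -0.0061, with 95% of them between -0.28 and 0.24 and the lowest at -0.55 (percentile of the list 0.01, the smallest they can give). The study drew this pathway from these libraries, so the percentile is not independent evidence for the list. The matched genes are other genes, however, and did not show the decrease, so span and expression level alone do not give so low a median. Because the list was drawn from these libraries, the comparison cannot exclude that span contributed to it. For the repair list of 7 genes, the median of -1.16 (SD 0.147) lay below the range of 95% of the matched lists, -1.02 to 0.57. However, 155 of 10000 matched lists were as low or lower (percentile 1.56), and the lowest was at -2.37. Matched genes therefore reached so low a median more often for the repair list than for the replication list. The choice of scaling is not the cause, since the highest median of the replication list over 4 scalings was -0.80. The inhibited cells may also be at another point of the cell cycle after 5 h, which these counts cannot separate from an effect on each gene, and no test of it was run. By the study's flow cytometry, control cells entered S phase well after 5 h and inhibited cells later still, so such a difference would lie before S phase. The study also saw no significant change in E2F1 and E2F3 binding at promoters of replication genes.

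Longer genes were lower, and the relation remained when other properties were held fixed. Partial rho with span was -0.17 with GC content held fixed, -0.20 with expression level and -0.11 with exonic length, against background sizes between control libraries of up to 0.077, 0.114 and 0.082. The margin is narrow for exonic length. Poly(A) signals (AATAAA or ATTAAA) per kb were related to the change by a rho of -0.078 across genes. This fell to -0.0055 with span and GC content held fixed, which is consistent with the signal content carrying no relation of its own with the change in the count of the whole gene. The background between control libraries for this partial rho was up to 0.038. Signals per kb and GC content are themselves related by -0.76, which reduces the variation left to test. Use of single poly(A) sites was not analysed here.

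Sense-intronic transcripts were called higher in 39.0% of 136 cases, against 6.02% of the other tested genes (two-sided Fisher's exact test, p = 1.04e-28). Unspliced precursor or other intronic RNA in the libraries may produce such counts. Priming at genomic runs of 10 or more A inside the transcripts would need more runs in those that rose. A run was held by 10 of 50 of these and by 31 of 78 of the others, but the transcripts that rose were shorter (median 0.69 against 1.61 kb). Within 5 length groups 12.4 were expected (two-sided permutation test, p = 0.392), so no excess of runs was seen. Only 20% of the transcripts that rose held a run, which argues against priming at runs inside the transcript for those without one. For the transcripts that hold a run this explanation stays open. Runs beyond the annotated ends were not counted, so priming there stays open for all the transcripts. A general gain of precursor would raise such transcripts against their hosts. Of 116 with a tested protein-coding host, 80.2% lay above it. This would also follow if the transcripts rose on their own, so the share decides nothing and the explanation stays open. A first test, on the transcripts called lower, was dropped because they were chosen by their change. If early ends of the host transcript were counted here, hosts of risen transcripts should have lost more 3′ends. Their mean log2 fold change differed by -0.12 from that of the other hosts (47 and 65 hosts, two-sided permutation test, p = 0.530). Of these hosts, 13 of 47 and 11 of 65 were called lower. The explanation by early ends stays open. From these libraries the study itself reported poly(A) sites with raised use upstream of lost 3′ends, mostly outside annotated 3′UTRs. It saw no particular enrichment of intronic sites among them. Some other short classes rose as well, with 19 of 51 snoRNA genes and 13 of 33 snRNA genes called higher. Others did not, with 0 of 19 mitochondrial tRNA, 0 of 7 scaRNA, 0 of 3 miRNA and 4 of 41 misc_RNA genes called higher. No explanation was tested for these classes.

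A total of 95 genes jumped within a group, with at least 100 normalised counts in a library and a 5-fold gap to the lowest library of the same group. Only 6 of them were called. A total of 4 pairs of copies were examined, chosen after their values were seen. U2AF1 had 128, 92 and 1223 counts in CTRL replicates 1 to 3, and U2AF1L5 had 1173, 91 and 54. Of the jumping genes 83.2% shared a 50-base word of a 3′end with another gene, against 40.5% of the other genes at that level (two-sided Fisher's exact test, p = 2.96e-17). This is consistent with reads being assigned to either of near-identical copies. In CTRL replicates 1 to 3 MAGEA2 had 723, 798 and 389 counts and MAGEA2B 0, 87 and 468, with sums of 723, 885 and 857. SORD2P had 0, 1 and 1019 counts, but SORD, with 4566, 4023 and 4296, did not fall as it rose, which goes against such an exchange in that pair. The sums were not stable for U2AF1 with U2AF1L5 (1301, 183 and 1277) or for CXorf40A with CXorf40B (1122, 187 and 37), so a part stays unexplained. With the inhibitor they were 145, 931 and 808 for U2AF1 with U2AF1L5, and 910, 1050 and 1221 for CXorf40A with CXorf40B. FN1, also low in CTRL replicate 2, shared 0 of 5624 such words with another gene, which argues against copies as the cause there. Its low value stays open, and no biological explanation was tested.

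The p53 target list was higher, with a median log2 fold change of 0.91 (SD 0.156 over 3 inhibitor libraries) and 10 of 15 genes higher at an adjusted p under 0.01, also 10 when adjusted over the list alone. Camera gave p = 0.000366 (adjusted p = 0.000488), a call that held with fry (adjusted p = 0.000261) but not with the estimated correlation (adjusted p = 0.0625). That estimate was 0.026, close to the preset 0.01, so the loss cannot be credited to a strong correlation among these genes. The percent of span- and expression-matched random lists as high or higher was 0.01, the smallest they can give, so span and expression level do not explain it. CDKN1A (1.24), GDF15 (1.90), BBC3 (1.75) and TP53INP1 (1.96) rose, whereas MDM2 (-0.93), XPC (-0.65) and PLK3 (-0.78) fell, so the list did not move as a unit. A p53 response is a hypothesis only. In its Western blots the study saw phosphorylated ATM and p53 rise only after inhibition for much longer than 5 h. The immediate early list had a median of 0.57 over 14 tested genes. At an adjusted p under 0.01, 7 of them differed (6 higher, 1 lower), and 7 also when adjusted over the list alone. MYC belongs both to this list and to the G1 control list. Adjusted p was 0.0647 with camera, 0.0283 with fry and 0.428 with the estimated correlation, so it was not called. Among span- and expression-matched random lists, 9981 of 10000 had a median as low or lower (percentile 99.8), so the tests of this list differ. EGR2 was too low to be tested.

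The reference gene GAPDH stayed higher under every scaling tried, with a lowest log2 fold change of 0.47, so the choice among these scalings is not the cause. B2M reached 0.25 with library size only, where its adjusted p was 0.0351 (range over its alternatives 5.2e-05 to 0.0351), so its call depends on the scaling. All 4 scalings assume that no common shift in RNA per cell occurred, and no spike-in was used here to measure one.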
